A study of Mus musculus with 7 samples.

How the data were processed

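RNA sequencing was performed on whole mouse uterus. The labels describe 7 libraries from 12-week-old mice, all recorded as being in diestrus, the quiet phase of the estrous cycle. Of these, 3 libraries carried the genotype of a heterozygous Pgr-Cre allele and are called controls here. They bear the replicate numbers 1, 2 and 4. The other 4 libraries carried the same Cre allele together with an allele named Foxl2-LSL and bear the numbers 1 to 4. Pgr-Cre mice express Cre recombinase from the progesterone receptor gene, which is active in the uterus. In mouse genetics LSL commonly stands for a stop sequence between loxP sites that Cre removes, although the labels do not spell the abbreviation out. Groups were taken from the genotype in the labels and replicate numbers from the sample titles, and the columns of the table were matched to samples by their descriptions.

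Total RNA was extracted with TRIzol and libraries were made with standard Illumina protocols, per the labels' protocols. The authors deposited a single table of FPKM values (fragments per kilobase of gene length, scaled to the total fragments of the library) for 24964 gene symbols, with 1 column per library and no pooling of replicates. The same deposited table lists another value, the length in bases of each gene, per the file headers. The aligner, the counting program, the genome build, the annotation, the use of strand and any filter are not stated. No transcripts of the mitochondrial genome are listed. FPKM divides by the fragments of the whole library, so a strong rise in some genes lowers the values of others, and no further scaling between libraries was seen.

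The fragments behind each value were recovered from the table. FPKM multiplied by length fell on whole multiples of a single step in each library, as it does when whole fragments are counted. The step was fitted on genes up to 1500 bases long and up to 20 multiples. In each library 100% of the 1653 to 1832 low values used lay within 0.1 of a whole number, where 20% would by chance. The steps gave denominators of 47800000 to 67300000 fragments per library, rounded. At the median length of the tested genes, 2934.5 bases, an FPKM of 1 stood for 140.2 to 197 fragments, a counting error of 7.12% to 8.45% (coefficient of variation). This error covers counting only, since copies made by PCR are not independent molecules. The floor of detection was taken as 3 fragments.

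FPKM was converted to log2(FPKM + 1). Genes with a mean FPKM of at least 1 over the 7 libraries were tested, and Foxl2 was kept whatever its level. This left 13334 genes, and 11630 listed genes fell below the filter. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Every fold change is on the log2(FPKM + 1) scale, which understates the change of genes with low values. Figures and the recovery of fragments used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Coordinates and GC content came from GENCODE M21 on GRCm38, matched by gene symbol, and are not stated to be the authors' annotation. A GC value was found for 99.5% of the tested genes.

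A set of 13 gene panels was written before the data were examined, as were the grouping, the tests, the rule for naming genes and 19 of the alternatives. Panels were tested with limma's camera at a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 13 panels. Beside it, the panel means of the 7 libraries were compared with a two-sided exact permutation test over all 35 splits into 3 and 4 libraries, whose smallest possible p is 0.0571. Single genes got the same exact test where it is given.

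Genes were named by a fixed rule. Foxl2, Pgr, Esr1 and Foxa2 were named whatever their result. The 6 largest rises and the 6 largest falls were named among genes past the threshold whose groups did not overlap. Within each panel, up to 3 members past the threshold with the largest change were chosen. Foxl2os, Gt(ROSA)26Sor and the genes of the closing observations were chosen after their values were seen. Reads shared within gene families cannot be judged from the table, so the values of Clca1, Padi1, Padi2 and the keratins carry that uncertainty. The same holds for the overlapping antisense pair of Foxl2 and Foxl2os, since the use of strand is not stated.

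The limma and camera steps were tested on simulated data for the same 13334 genes. Of 200 genes with a mean FPKM of at least 2 that were changed by 1.5 on the log2 scale, 200 were called in the right direction, with median estimates of 1.30 and -1.32, and 13 unchanged genes were called. The changed panel was called and no unchanged panel was. Every simulated gene was drawn independently, with a single dispersion of 0.03. The simulation therefore cannot show how camera behaves when the genes of a panel are correlated. Nor does it cover genes that vary more than this between replicates.

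The replicate numbers 1, 2 and 4 occur in both groups, but the labels do not state that they pair animals, so the main comparison has no block for them. The alternatives covered other scalings of the values, another pseudocount, other filters, other variance models, library weights, a block for the replicate number, other tests of the panels and leaving out each library in turn. Another 6 were chosen after seeing the data, among them limma-voom on the recovered fragments, a correction for GC content and gene length, and thinning of every library to the smallest. No library was left out of the main comparison.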

Results

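Expression was measured by RNA sequencing in the uterus of 12-week-old mice, in 3 control libraries (Pgr-Cre) and 4 libraries labelled Foxl2-LSL (Pgr-Cre with the Foxl2-LSL allele). The title given to the study concerns overexpression of FOXL2, a forkhead transcription factor, in the uterus, and the design compares these genotypes in diestrus. The denominators recovered from the FPKM values were 63400000, 67300000 and 65600000 fragments in controls 1, 2 and 4. They were 65500000, 47800000, 60500000 and 52500000 in Foxl2-LSL libraries 1 to 4. Between 74.4% and 77.5% of each denominator lay on the listed genes.

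Spearman's rho across genes was 0.976 to 0.987 between libraries of the same group and 0.964 to 0.972 between libraries of different groups. Genes are not independent replicates, so these values only describe the libraries. As a check for a library deposited more than once, chi-square per gene of the recovered fragments was 21.4 to 203 between libraries of a group, so no library was a copy of another. In a principal component analysis of log2(FPKM + 1), the first component held 67% of the variance and separated the groups, and the second held 16.7%. On the second component, control 4 lay at -31.9 and control 1 at 25.2, while the 4 Foxl2-LSL libraries lay between -10.5 and 10.2.

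The first question was whether Foxl2 itself was higher in the libraries labelled Foxl2-LSL. Foxl2 (chromosome 9, 98955288 to 98958543, plus strand, GRCm38 in GENCODE M21) was at 11.1, 19.3 and 12.9 FPKM in controls 1, 2 and 4. It was at 12.7, 14.3, 14.8 and 17.2 FPKM in Foxl2-LSL libraries 1 to 4. The means were 14.4 ± 4.32 FPKM (SD, n = 3) and 14.7 ± 1.86 FPKM (SD, n = 4). The log2 fold change was 0.06 (SE 0.18; limma, Benjamini-Hochberg adjusted p 0.818), and the two-sided exact permutation p was 0.857. The difference was smaller than the spread between replicates. At least 1725 fragments lay on Foxl2 in each library, so counting error was small beside that spread. The table thus shows no rise of Foxl2 in the libraries labelled Foxl2-LSL, and every direction below is given for the labels as they stand. The alternative that moved this value most was leaving out control 2, which gave a log2 fold change of 0.28 with an adjusted p of 0.153 (limma, Benjamini-Hochberg). Over all alternatives the adjusted p was 0.153 to 0.999.

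Foxl2os, the gene on the opposite strand next to Foxl2 (chromosome 9, 98949781 to 98955299, minus strand, GRCm38), overlaps it by 12 bases in this annotation and was chosen after its values were seen. It fell from 27.9 ± 8.29 FPKM (SD, n = 3) to 5.71 ± 0.841 FPKM (SD, n = 4), a log2 fold change of -2.08 (SE 0.18; limma, Benjamini-Hochberg adjusted p 0.000345). The ratio of Foxl2 to Foxl2os was 0.517 ± 0.0498 (SD, n = 3) in controls and 2.60 ± 0.339 (SD, n = 4) in Foxl2-LSL libraries (two-sided exact permutation p 0.0571, the smallest this design allows). Gt(ROSA)26Sor, the transcript of the Rosa26 locus and also chosen after its values were seen, was at 15.2 ± 1.64 FPKM (SD, n = 3) and 28.6 ± 3.93 FPKM (SD, n = 4). Its log2 fold change was 0.87 (SE 0.12; limma, Benjamini-Hochberg adjusted p 0.00181).

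**Figure D1:**
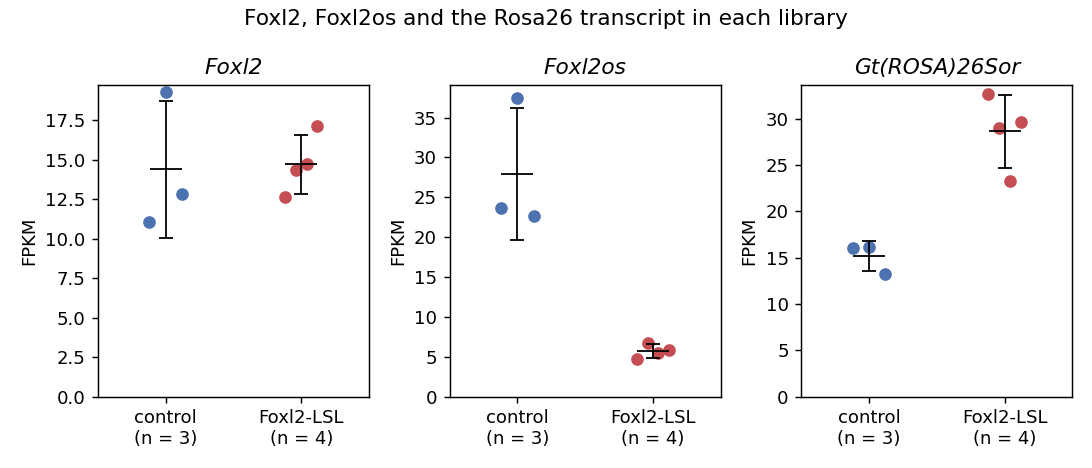
FPKM of Foxl2, Foxl2os and Gt(ROSA)26Sor in each library, with controls (n = 3) in blue and Foxl2-LSL libraries (n = 4) in red; the horizontal dash is the group mean and the bars are 1 SD. The groups overlap for Foxl2 (11.1 to 19.3 against 12.7 to 17.2 FPKM) and do not overlap for the other genes.

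The second question was how many genes differed between the genotypes. Of 13334 genes tested, 5409 (40.6%) passed an adjusted p of 0.05 (limma, Benjamini-Hochberg): 2224 were higher and 3185 were lower in the libraries labelled Foxl2-LSL. A change of at least 2-fold on the log2(FPKM + 1) scale was present in 1038 of them, 483 higher and 555 lower. An unadjusted p under 0.05 was found for 6720 genes. The groups did not overlap in 6353 genes (47.6%), where chance gives 5.71%, and 5238 of the genes past the threshold were among these. The median log2 fold change of all tested genes was -0.05. Among alternatives that kept all 7 libraries, limma array weights moved the count most, to 7250 genes. The array-weights fit was kept as returned, although limma warned that its convergence tolerance could not be reached. Of the genes past the threshold 41.1% were higher with FPKM as deposited and 38.2% after rescaling each library to a common sum. The share was 48.3% after a correction for GC content and gene length, 49.2% after quantile normalization and 50.4% after median centring, the last 2 of which align the libraries by construction. The GC and length correction also moved the median log2 fold change near 0 (-0.008, against -0.05). Its share therefore cannot be told apart from the effect of such centring.

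**Figure D2:**
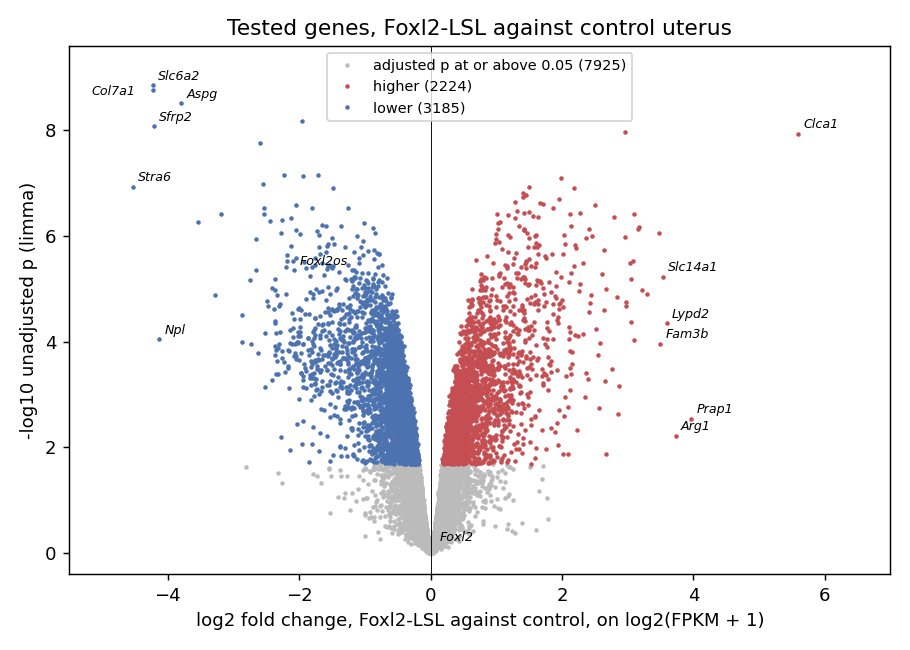
Each point is a tested gene, with its log2 fold change on log2(FPKM + 1) on the x axis and -log10 of the unadjusted limma p on the y axis. Genes past an adjusted p of 0.05 are red (2224 higher) or blue (3185 lower), and Foxl2 lies near 0 on both axes.

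The largest rise was that of Clca1, from 9.58 ± 1.65 FPKM (SD, n = 3) to 523 ± 141 FPKM (SD, n = 4), a log2 fold change of 5.60 (SE 0.22; limma, Benjamini-Hochberg adjusted p 2.18e-05). Slc14a1 rose from 9.92 ± 6.39 to 113 ± 9.83 FPKM (log2 fold change 3.54). Lypd2 and Fam3b were below 1 FPKM on average in controls (0.725 ± 0.628 and 0.805 ± 0.449) and reached 21.4 ± 11.8 and 22.0 ± 12.4 FPKM. The rises of Prap1 (log2 fold change 3.97) and Arg1 (3.73) were uneven. Prap1 had an SD of 904 FPKM around a mean of 995 FPKM in the Foxl2-LSL libraries, and Arg1 an SD of 54.8 around 48.1 FPKM. Arg1 lost its call when control 2 or Foxl2-LSL 4 was left out and in limma-voom on the recovered fragments, where its adjusted p was 0.0871. Over all its alternatives, the adjusted p of Arg1 (Benjamini-Hochberg, limma) ranged from 0.00292 to 0.0871.

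The largest fall was that of Stra6, from 56.7 ± 22.4 FPKM (SD, n = 3) to 1.42 ± 0.417 FPKM (SD, n = 4), a log2 fold change of -4.53 (SE 0.25; limma, Benjamini-Hochberg adjusted p 9.66e-05). Col7a1 fell from 32.5 ± 6.69 to 0.762 ± 0.110 FPKM, Slc6a2 from 20.3 ± 3.48 to 0.128 ± 0.0773 FPKM, and Aspg from 17.3 ± 1.77 to 0.327 ± 0.188 FPKM. Their log2 fold changes were -4.23, -4.23 and -3.79. Sfrp2, which encodes a secreted frizzled-related protein, fell from 60.8 ± 15.3 to 2.27 ± 0.337 FPKM (log2 fold change -4.22). Npl fell from 54.0 ± 55.2 to 1.27 ± 0.241 FPKM (log2 fold change -4.13), with the spread of controls as large as their mean. The order of these falls belongs to the log2(FPKM + 1) scale. By the ratio of mean FPKM, Slc6a2 fell most of these 6 genes, 159-fold, against 40.1-fold for Stra6. At least 25 fragments lay on Slc6a2 in each library.

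**Figure D3:**
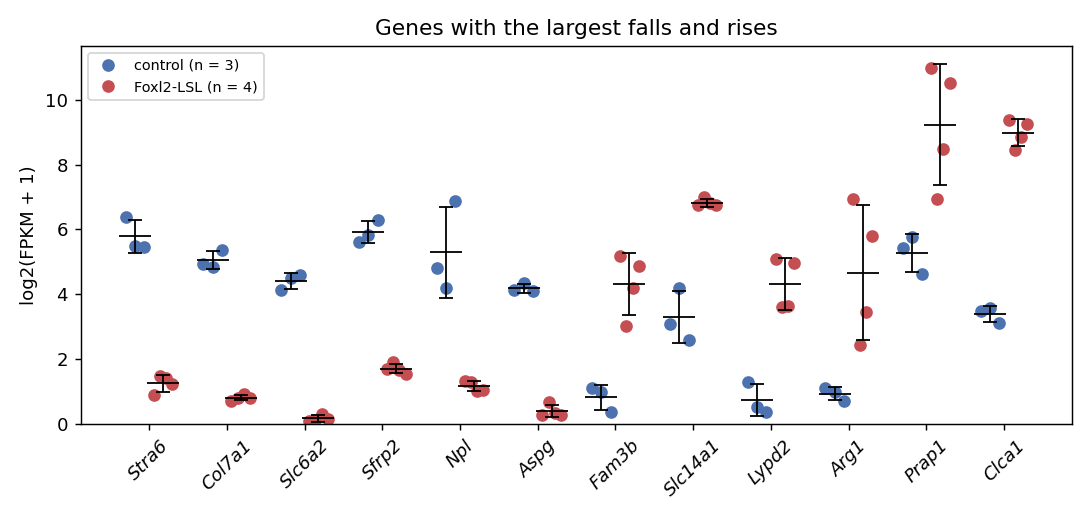
log2(FPKM + 1) of the 6 genes with the largest falls and the 6 with the largest rises, with controls (n = 3) in blue and Foxl2-LSL libraries (n = 4) in red; dashes are group means and bars are 1 SD. The groups do not overlap for any of the 12 genes, and the Foxl2-LSL libraries spread widely for Prap1 and Arg1.

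Among the genes named in advance, Foxa2, a transcription factor of uterine glands, fell from 5.71 ± 1.03 FPKM (SD, n = 3) to 1.36 ± 0.209 FPKM (SD, n = 4), a log2 fold change of -1.50 (SE 0.13; limma, Benjamini-Hochberg adjusted p 0.000320). Esr1, the estrogen receptor gene, rose from 39.8 ± 6.91 to 58.2 ± 2.29 FPKM (log2 fold change 0.55, SE 0.11; limma, Benjamini-Hochberg adjusted p 0.00662). Pgr, whose locus carries the Cre allele in all 7 libraries, was at 33.5 ± 7.56 and 25.4 ± 1.14 FPKM, and its groups overlapped (log2 fold change -0.36; limma, Benjamini-Hochberg adjusted p 0.0845). Pgr passed the threshold without control 4 and with array weights, and over its alternatives its adjusted p ranged from 0.00167 to 0.264 (limma, Benjamini-Hochberg).

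The third question was which compartments and pathways differed. The 13 panels listed 178 distinct genes, of which 149 were tested. Of these, 72 passed the threshold adjusted over all tested genes and 77 passed it adjusted over the panel genes alone. By camera at the preset correlation, 5 of 13 panels passed an adjusted p of 0.05 (limma, Benjamini-Hochberg). These adjusted values were 1.10e-06 for the cell cycle, 0.00273 for smooth muscle, 0.00396 for both progesterone response and estrogen response, and 0.0240 for simple epithelium. This count did not stand apart from other groupings: 13 of the 35 splits of the libraries, the real one included, gave at least 5 panels. With the inter-gene correlation estimated from the data, 0 panels passed, and 0 had an unadjusted p under 0.05. In the exact permutation test, 6 panels reached 0.0571, the smallest p it allows, which became 0.124 after Benjamini-Hochberg adjustment over 13 panels. The panel values below are therefore given as sizes and directions, beside the per-gene tests.

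The cell cycle panel had a mean log2 fold change of -2.13, and 13 of its 13 genes were lower past the threshold. Its panel mean, as log2(FPKM + 1), was 4.18 ± 0.54 (SD, n = 3) in controls and 2.05 ± 0.37 (SD, n = 4) in Foxl2-LSL libraries. Top2a fell from 43.1 ± 17.8 to 6.06 ± 2.59 FPKM, and Ccnb1 and Cdk1 had log2 fold changes of -2.52 and -2.37. The estrogen response panel was higher by a mean log2 fold change of 1.47, with 7 of 12 genes higher past the threshold, among them Padi1 (3.30), Padi2 (3.05) and Ltf (2.86). The progesterone response panel had a mean of -1.26, with 8 of 12 genes lower past the threshold, among them Ihh (-2.53), Acod1 (-2.28) and Hand2 (-2.18). Within the controls these steroid panels differed by library: the progesterone response mean was 4.56 in control 4 against 3.42 and 3.66 in controls 1 and 2, and the estrogen response mean was 3.97 against 4.90 and 4.87. Acod1 had an SD of 8.58 around a mean of 6.67 FPKM in controls.

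The uterine gland panel had a mean log2 fold change of -1.02, with 3 of 5 tested genes lower past the threshold. Besides Foxa2 these were Cxcl15 (27.8 ± 5.19 to 4.26 ± 0.813 FPKM) and Aldh1a1 (log2 fold change -1.47). Its panel means did not overlap between the groups. Neither did those of endothelium (mean log2 fold change -0.34; 8 of 11 genes lower and 2 higher past the threshold) or of the TGF-beta and BMP pathway (-0.38; 6 of 17 genes lower). Cdh5 (-1.17) and Eng (-1.08) fell while Cldn5 (0.82) rose, so the endothelial genes did not move together. In the TGF-beta and BMP panel, Bmp7 fell from 16.9 ± 3.24 to 2.08 ± 0.409 FPKM, and Gdf10 and Id3 had log2 fold changes of -1.35 and -1.11.

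The smooth muscle panel had a mean log2 fold change of 0.52, with 4 of 13 genes higher past the threshold, and its groups overlapped because control 4 (5.69) lay above Foxl2-LSL libraries 2 and 3 (5.61 and 5.64). Kcnmb1 (1.17), Myh11 (1.01) and Tagln (0.77) were its largest rises. The simple epithelium panel (0.58; 4 of 13 genes higher) and the leukocyte panel (0.51; 2 of 7 genes higher) also overlapped between the groups. Krt18 rose from 123 ± 30.7 to 212 ± 24.2 FPKM and Csf1r from 8.47 ± 1.23 to 13.8 ± 1.95 FPKM. The calls of Elf3, Krt7, Krt13 and Itgam were lost in several of the fits that each left out 1 library. In the basal and stratified epithelium panel (0.55) Krt13 alone of 5 tested genes passed. The rest of its 14 listed genes fell below the filter and were not tested. Among these, Krt5 was at 0.0447 ± 0.0122 FPKM (SD, n = 3) in controls and 1.38 ± 0.935 FPKM (SD, n = 4) in Foxl2-LSL libraries. Its groups did not overlap. Dsc3 and Krtdap were also higher without overlap, and Krt4 was lower without overlap (0.468 against 0.0475 FPKM). The mean log2 fold change of that panel ranged from 0.04 to 0.95 across the 7 fits that each left out a library.

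Collagen and matrix genes moved both ways (mean log2 fold change -0.42; 2 of 16 genes higher and 3 lower past the threshold). Fn1 (-1.66) and Col6a2 (-1.58) fell and Postn (1.38) rose. In the WNT panel (-0.27; 5 of 19 genes lower and 1 higher), Lef1 fell from 7.10 ± 3.42 to 0.484 ± 0.0648 FPKM, Fzd1 by 1.22 and Axin2 by 1.02 on the log2 scale. The panel of reported FOXL2 targets had a mean log2 fold change of -0.07, and its groups overlapped. Of its 8 tested genes, Ccnd2 (1.11) and Star (0.88) rose and Ptgs2 (-1.36) fell past the threshold. The panel mean takes no account of the direction expected of each gene, so opposite changes cancel in it. A mean near 0 therefore cannot tell whether FOXL2 targets responded. The call of Ptgs2 was lost when control 1, control 2 or Foxl2-LSL 2, 3 or 4 was left out.

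**Figure D4:**
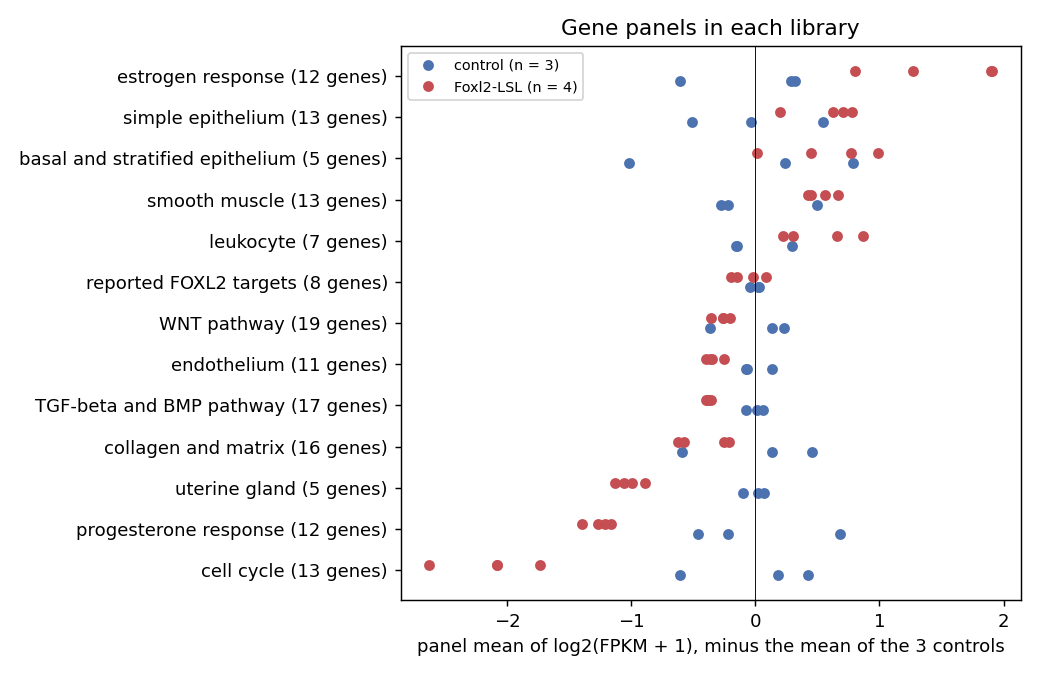
Mean log2(FPKM + 1) of each of the 13 panels in each library, minus the mean of the 3 controls, with controls in blue and Foxl2-LSL libraries in red; each point is a library. The cell cycle panel lies lowest in all 4 Foxl2-LSL libraries, and the groups overlap in 7 of the 13 panels.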

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

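Results were recomputed under 25 alternatives, 24 of them distinct, of which 19 were fixed before the data were examined and 6 were chosen after seeing the data. The latter were limma-voom on the recovered fragments, a correction for GC content and gene length, the replicate block with that correction, the fit without a block on the libraries numbered 1, 2 and 4 (which repeats the fit without Foxl2-LSL 3), an adipose score as a covariate, and thinning of every library to the smallest.

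The count of genes past an adjusted p of 0.05 stayed within 1.5 times 5409 under every alternative but the replicate block, with and without the correction. It was 5321 with FPKM rescaled to a common sum, 5416 with quantile normalization, 5395 with pseudocount 0.1, 5387 without the intensity trend, 5382 with robust hyperparameters, 5327 with limma-voom and 7250 with array weights. Across the 7 fits that each left out a library it ranged from 3853 to 5328. The share of higher genes among those past the threshold was 41.1% with FPKM as deposited, 38.2% after rescaling, 49.2% after quantile normalization, 50.4% after median centring, which sets the median change near 0 by construction, and 48.3% after the GC and length correction. That correction also brought the median log2 fold change near 0 (-0.008). The 2-fold count depended on the scale and the filter. Against 1038, it was 638 with a mean FPKM of at least 5, all among the 1038, and rose to 1319 after rescaling, 1413 with pseudocount 0.1 and 1442 with limma-voom.

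The log2 fold change of Foxl2 ranged from -0.10 to 0.28 across the 7 fits that each left out a library and was -0.15 with array weights, against 0.06. None of these passed the threshold, so its direction is not settled. The mean log2 fold change of the panel of reported FOXL2 targets was 0.41 with a mean FPKM of at least 5, against -0.07. That filter dropped 4 of its 8 genes, and the 4 kept had a mean of 0.41 in the comparison as reported.

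With camera's inter-gene correlation estimated from the data, the 5 panels past the threshold lost their calls with the same mean log2 fold changes: simple epithelium 0.58, smooth muscle 0.52, cell cycle -2.13, progesterone response -1.26 and estrogen response 1.47. Then 0 of 13 panels passed and 0 had an unadjusted p under 0.05. Each of the 5 had an adjusted p of 0.519 there, and the lowest over their other alternatives was 3.99e-08, for the cell cycle (limma camera, Benjamini-Hochberg). Across the 7 fits that each left out a library, simple epithelium ranged from 0.32 to 0.85 and lost its call in fits without control 2 or control 4. Collagen and matrix ranged from -0.71 to -0.19 and passed without control 1, and leukocyte ranged from 0.39 to 0.66 and passed without control 2. The cause of these changes was not tested. Camera has no robust setting, so no panel was refitted under that alternative, and the exact permutation test cannot pass the threshold by design.

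With a replicate block on the libraries numbered 1, 2 and 4, 3243 genes passed (1368 higher and 1875 lower), and 3196 of them were among the 5409. The same 6 libraries without the block gave 3975 genes. Deviations of same-numbered libraries from their group means correlated at 0.0285 on average (0.228 for number 1, -0.0306 for number 2 and -0.112 for number 4), so same-numbered libraries did not deviate together as a set. The replicate block with the GC and length correction gave 3319 genes (1711 lower). The panel of reported FOXL2 targets then had a mean log2 fold change of 0.0189, against -0.0276 with the block alone. The correction also moved the median log2 fold change of all tested genes, from -0.0470 to -0.00687. The panel's change of sign therefore cannot be told apart from that shift, and its cause was not tested.

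Of the 53 named genes, Foxl2 changed direction as described and 0 of the others did under any alternative. In all, 51 passed the threshold in the comparison as reported. Under the distinct alternatives that did not leave out a single library, 22 changes of call were losses and 1 was a gain. In the fits that each left out a library, 29 were losses and 1 was a gain. These changes fell on 10 genes: Krt13, Itgam, Krt7, Ptgs2, Elf3, Acod1, Arg1, Axin2, Ltf and Pgr. With no filter on low values 21011 genes were tested and 5804 passed, 4676 of them among the 5409.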

Other observations

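The tests of other splits, GC content and gene length, depth, dominant genes, fat as a covariate and estrous stage were fixed before their results were seen. Those on Foxl2, Foxl2os, Xist, adipose variation, oviduct, ovary and control 4 were chosen only after the result was seen. Among 66 values (named genes and panel means) in the 4 Foxl2-LSL libraries, 0 had a library farther from the rest than Dixon's critical value at 95% allows, where 3.3 are expected by chance. That test looks for a single outlying library, so it cannot show a split of these libraries into pairs. The controls were not part of it.

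The real split of the libraries gave 5409 genes past the threshold. It parts all 3 same-numbered pairs, and 1 of the 8 splits that do so, the real one, gave as many genes. The same held for the genes that were higher (1 of 8), lower (1 of 8) and at least 2-fold changed (1 of 8). With 8 splits this share cannot go under 0.05. Over all 35 splits, the real one alone gave as many genes in each of these counts. The other splits of that kind gave 0 genes, with at most 2051 at an unadjusted p under 0.05. The remaining 27 splits part fewer pairs and gave at most 2 genes, with at most 3602 at an unadjusted p under 0.05. Panels behaved otherwise: 5 of the 8 splits, and 13 of all 35, gave at least 5 panels past the threshold, and another split gave 7. These splits are not free of the genotype difference: of the 12 other splits with at least 5 panels, 2 keep all controls in the same group. The other 10 put controls in both groups and gave 86 to 919 genes at an unadjusted p under 0.05. The number of panels called by camera is thus also reached by splits that mix the genotypes.

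Technical sources for so many changed genes were weighed. After the correction for GC content and gene length 5547 genes passed, after thinning every library to the smallest 5342, and after centring each library on its median 5315. With an adipose score as a covariate 88.5% of the genes past the threshold, 4789 in number, passed again. A difference in estrous stage is another candidate explanation. If the stages of controls resembled the group difference, the change from control 2 to control 4 and the change from control 1 to the Foxl2-LSL mean would correlate across genes. Spearman's rho was 0.143, and 0.146 with controls 1 and 4 exchanged, values between those set in advance for and against it. The group difference cannot be told apart from a difference in cycle stage or hormone state by this test.

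Foxl2 was not higher in the libraries labelled Foxl2-LSL, although the study's title speaks of overexpression. Too few fragments do not account for this: the 95% Poisson half-width at the lowest library was 4.72% of the count. Swapped or wrong labels were weighed with Gt(ROSA)26Sor, which lay above every control in 4 of 4 labelled libraries. Since 47.6% of genes separate the groups, and this one was picked after its values were seen, that test cannot settle the labels. The genotype label also does not give the locus of the Foxl2-LSL allele, so it gives no reason to expect this rise. A single library exchanged between the groups is not what the values show, since the first principal component lay between -41.9 and -37.3 in controls and between 27.8 and 31.7 in Foxl2-LSL libraries. Exchanging the labels of the whole groups would only turn the sign of the Foxl2 change (log2 fold change 0.06, SE 0.18). The values thus argue against such an exchange as the reason that Foxl2 was not higher. Whether a whole group had a genotype other than either label was not tested. A candidate explanation is that the native locus was less active while fragments of a transgene were counted under Foxl2. The neighbour Foxl2os fell by 2.08 on the log2 scale (-2.08), but a fall of Foxl2os alone would look the same. A transgene with another coding sequence, or fragments of it not assigned to Foxl2, may also hide a rise. The species and sequence of the transgene are not given in the labels, so that was not tested. The annotated overlap of Foxl2 and Foxl2os is 12 bases in GENCODE M21, which leaves little room for shared reads under that annotation, but the authors' annotation and use of strand are not stated.

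Control 1 had almost no Xist. Xist, the RNA that silences an X chromosome in female cells, was at 0.017 FPKM (19 fragments) in control 1 and at 54.7 to 66.5 FPKM in the other 6 libraries. Depth does not explain it, as 3 fragments on Xist in control 1 correspond to 0.00264 FPKM. Male tissue does not either: of 50 Y-linked genes listed, the highest FPKM in control 1 was 0, and in any library 0.05. A single X chromosome may explain it. Of 8 tested genes that escape X inactivation, 6 were lowest of all 7 libraries in control 1. Their median log2 difference from controls 2 and 4 was -0.43, against -0.07 for 416 other X-linked genes, and 0.32% of 10000 random X-linked lists of similar expression had a median as low. The list of escape genes was written after Xist and several of these genes had been seen, so the hypothesis cannot be told apart from the way the list was chosen. The karyotype was not measured. Leaving out control 1 left 4880 genes past the threshold, 4367 of them among the 5409.

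Other tissue may have entered some libraries. Adipose genes varied widely: Adipoq was at 0, 0.736 and 9.23 FPKM in controls 1, 2 and 4 and at 0.409, 15.2, 27.3 and 2.40 FPKM in Foxl2-LSL libraries 1 to 4. The groups were not separated by fat: of 7 tested adipose genes, 0 had groups that did not overlap and 0 passed the threshold, with 1 at an unadjusted p under 0.05. Ovgp1, an oviduct gene, was at 291 FPKM in control 2 against 1.65 to 19.7 FPKM in the other libraries, and 5 of 6 other oviduct genes were also highest in control 2. Of 12 ovary genes, 7 were highest in Foxl2-LSL 1. Among these, Cyp19a1, Lhcgr, Fshr and Nr5a1 were low even there, at 0.025, 0.137, 0.11 and 0.37 FPKM. For Hsd3b1, Cyp11a1 and Inha, control 2 was next highest, at 2.64, 0.939 and 6.48 FPKM. Carry-over of oviduct or ovary is a candidate source, but these patterns were seen before they were tested, and a change within the uterus cannot be told apart from it. No biological explanation was tested for them.

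Control 4 stood apart from controls 1 and 2. Of 14 progesterone response genes, 12 were highest in control 4 among the controls, and 10 of 12 estrogen response genes were lowest there. This may reflect a later or hormonally different diestrus in that animal, but no serum hormone or smear was analysed here, and the difference cannot be told apart from other differences between animals. Without control 4, the progesterone response panel had a mean log2 fold change of -0.92 and the estrogen response panel of 1.17, so both kept their direction.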
